A study of Mus musculus with 25 samples.

How the data were processed

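The series holds droplet-based 3′ single-cell RNA-seq of myeloid cells sorted from the mouse spinal cord after injury, or after laminectomy alone (Ctrl), the control operation that opens the bone over the cord. Per the labels' protocols, a lesion segment of 5 mm was homogenised, myelin was removed on a density gradient, and myeloid cells were enriched by fluorescence sorting before capture on the 10x Genomics 3′ platform. Per the labels, each of the 25 libraries pools tissue from 1 to 3 mice, so the library, not the cell or the mouse, is the replicate throughout. The labels give a time point for every library: Ctrl or day 1, 2, 3, 10 or 21 after injury (D1, D2, D3, D10, D21). The design text of the series does not list day 2, and the labels were followed.

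Each library also has a sort. Per the labels, the mice were Cx3cr1CreERT2, a line with an inducible Cre recombinase at the Cx3cr1 locus, with or without R26tdTomato, a red fluorescent (RFP) reporter that Cre switches on. In mice with the reporter, cells with RFP and YFP were sorted as resident and cells with YFP alone as infiltrating. In mice without it, all YFP-positive cells were sorted together, and these libraries are called mixed here. Libraries are named by time point, sort and replicate, for example D3_mixed 3. The title of 1 library at D3 says infiltrating while its sort label names both colours. It was kept out of every comparison, is called D3_conflict 1, and was added back only as an alternative. All 12 mixed libraries come from 1 mouse strain, and all 5 resident and 7 infiltrating libraries come from the other, so sort and strain are split the same way.

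The authors deposited raw UMI counts per gene and cell for each library, and a table with 1 line per cell. The counts were whole numbers, and the cell sums and the numbers of genes per cell equalled the deposited values for all 30958 cells. The aligner, the counting program, the genome build, the gene annotation and the cell filters that the authors used are not stated in the labels or the files. The lowest UMI count of a deposited cell was 713, and the highest deposited percent of mitochondrial counts was 22.65%. No further cell filter was applied, no doublet caller was run, and free RNA was not subtracted. The matrices hold 22439 gene symbols, of which 22226 match a symbol in GENCODE release M21. Coordinates are given on GRCm38 from that annotation for the matched symbols, and they were not used in any test. Values for Xist, Ddx3y, Eif2s3y, Kdm5d, Uty, YFP and tdTomato were not analysed here.

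The deposited table gives, per cell, the authors' sequencing pool (7 pools), a cluster code (16 codes), a cell type code (4 codes), and codes for sex, sort and time point. The codes have no names. Cell type codes were named from marker lists fixed before the data were examined, by counting the markers at 20 or more CPM over the summed cells of the code and at least 2 times as high there as in all other cells, with 5 CPM added to both. These limits were not fixed with the lists. Code 1 (13289 cells) had 9 of 9 microglia markers and is called microglia. Code 2 (12841 cells) had 5 of 8 monocyte and 8 of 9 macrophage markers and is called macrophages for short, although it takes in monocytes. Code 3 (2712 cells) had 5 of 8 dendritic cell markers and is called dendritic-like cells. Code 4 (2116 cells) had 7 of 7 neutrophil markers, 4 of them among its 10 leading genes by fold, and is called neutrophil-like cells. Its median UMI count, 2154, was 0.254 of that of its own libraries. By these limits no list for any other cell type had more than 3 markers in a code; without the floor on UMIs more would count. Cluster 2, which spans 2 cell type codes, had Mbp of the oligodendrocyte list and no microglia marker among its 10 leading genes, and its omission was added as an alternative. Shares of microglial and macrophage states, planned for an annotation with named states, are not given because the clusters carry numbers alone; that was decided once the table had been seen. Sex, sort and time codes matched the labels except that D2_infiltrating 1 is labelled female and carries the code of the male libraries, and that D3_conflict 1 carries the infiltrating code. The labels were used.

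Raw counts were summed over the cells of 1 cell type in 1 library, and a sum entered a fit when it held at least 20 cells. Microglia were fitted over the resident and mixed libraries (17 sums, 23 to 1500 cells, 135097 to 7794902 UMIs). Macrophages were fitted over the infiltrating and mixed libraries (15 sums, 28 to 3019 cells, 235999 to 22068469 UMIs). D1 was the reference time point because the deposited codes give no macrophages in the control libraries. Another fit compared the infiltrating with the resident libraries over all their cells (12 libraries). Each fit used edgeR 4.0.16 in R 4.3.3 with TMM scaling, filterByExpr, the quasi-likelihood test and time point and sex (and sort in the last of them) as terms. All p-values of these fits are 2-sided, and adjusted p is Benjamini-Hochberg over the genes of the contrast with a threshold of 0.05. The 1 microglia library at D21 is assumed to vary like the other groups. CPM are counts per summed library total after TMM scaling; ratios from summed counts, the comparison with other cells' RNA and the values of D3_conflict 1 use plain totals. DESeq2 1.42.0 was the other count test.

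Genes are named by a rule set beforehand. In each contrast it takes the 3 largest rises and the 3 largest falls among genes past the threshold with a mean log2 CPM of at least 5 and no overlap between the libraries of the groups, leaving out unnamed gene models and mitochondrial and ribosomal protein genes. Fabp5, P2ry12, Tmem119, Cx3cr1, Apoe, Spp1, Lpl, Lgals3, Mki67, Top2a, Il1b, Arg1, Ccr2 and Ly6c2 were fixed for every contrast. Of these fixed genes, those past the threshold in a contrast, and Fabp5 in all of them, were followed through the alternatives; that choice was made after the values had been seen. Where a group had 0 counts, a fold is a lower bound against 3 counts over the summed group. Where it had 1 to 3 counts, the ratio of the summed counts, scaled by the group totals, is given with its 95% counting interval, which covers counting error alone.

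Gene lists fixed beforehand were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 on log2 CPM with a prior count of 2, adjusted over the lists and contrasts of 1 cell type. The homeostatic list (12 genes) included P2ry12, Tmem119, Cx3cr1, Sall1, Siglech, Gpr34, P2ry13, Olfml3, Sparc, Fcrls and Slc2a5. The disease-associated list was Apoe, Trem2, Lpl, Cst7, Spp1, Itgax, Clec7a, Cd9, Axl, Igf1, Gpnmb, Lgals3, Csf1, Ctsb, Ctsd, Cd63, Fabp5 and Ank. The proliferation list was Mki67, Top2a, Birc5, Cdk1, Ccnb1, Ccnb2, Ube2c, Cenpa, Nusap1, Stmn1, Tk1, Rrm2, Pclaf and Mcm5. The inflammatory list was Il1b, Il1a, Tnf, Ccl2, Ccl3, Ccl4, Cxcl2, Cxcl10, Nfkbia, Ptgs2, Il6 and Nlrp3. The interferon list (12 genes) included Ifit1, Ifit2, Ifit3, Isg15, Irf7, Oasl2, Rsad2, Usp18, Ifi204, Bst2 and Ifitm3. The lipid list was Fabp5, Fabp4, Abca1, Abcg1, Plin2, Soat1, Lipa, Npc2, Apoc1, Apoc2, Lpl and Cd36. The lists were tested whole, and some of their genes, like some picked by the naming rule, are not reported here. Histone genes such as Hist1h1b, Hist1h2ab and Hist1h3c have near-identical copies whose reads the unstated counting could split, and their values are uncertain for that reason.

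Shares of cell types were compared by exact permutation of the libraries. For the time course of the mixed libraries the statistic was the between-group sum of squares of the logit share with 0.5 added to both counts, adjusted over the 4 cell types. The share of cells with a Fabp5 UMI was taken after each cell was thinned to 1000 UMIs, leaving out shallower cells. These steps used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; figures were drawn with matplotlib 3.10.9.

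The tests were tried on simulated counts drawn from the real means and library sizes with 200 genes changed by 2 log2 units. The fit recovered 124 of them for microglia D3 vs Ctrl over 10801 genes with 4 false calls, 148 for microglia D10 vs D3 over 10801 genes with 3, 136 for macrophages D10 vs D1 over 8577 genes with 5, 106 for macrophages D3 vs D1 over 8577 genes with 10, and 167 for the sort over 10074 genes with 10. The test of a difference between cell types in D10 vs D3 recovered 59 with 3 false calls over 11486 genes. Gene lists were simulated with changes of 1 log2 unit in microglia D10 vs D3 and macrophages D10 vs D1. In each, 3 of 3 raised and 0 of 3 unchanged lists were called. Co-expression was not simulated, so false calls of co-expressed lists stay untested. Counts of replicate libraries were compared by chi-square over genes with at least 20 counts. The smallest chi-square per degree of freedom was 1.771, between the microglia of D3_mixed 1 and D3_mixed 2, so no pair was treated as a repeat deposit of 1 library.

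Alternatives listed before the data were examined were median-of-ratios size factors, DESeq2, no expression filter, no sex term, an added sort term, minimum cell numbers of 10 and 50, thinning of all sums to the total of the shallowest, addition of D3_conflict 1, mixed libraries alone, omission of each library in turn, and a block by the library number in the titles. Alternatives chosen after seeing the data were a term for the sequencing pool, omission of clusters 6, 7 and 10 (6 and 7 led by cell cycle genes, 10 by Elane, Prtn3, Mpo and Ctsg, with Mki67 among its 10 leading genes), omission of cluster 2, and sex from the deposited code. The comparisons of mixed with the other sorts, of microglia with macrophages within a contrast, and of Fabp5 with other cells' RNA were also added after seeing the data.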

Results

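The data were UMI counts of 30958 myeloid cells from 25 droplet libraries of the injured or control mouse spinal cord. The libraries covered laminectomy alone (Ctrl, 2 libraries) and day 1 (D1, 5), day 2 (D2, 4), day 3 (D3, 7), day 10 (D10, 5) and day 21 (D21, 2) after injury. By sort, 12 libraries were mixed, 5 resident, 7 infiltrating, and 1 carried conflicting labels. The libraries held 155 to 3800 cells and 486649 to 33204422 UMIs, and their median UMI count per cell ran from 1577 to 11233. The deposited cell types were microglia (13289 cells, 42.9% of all), macrophages including monocytes (12841, 41.5%), dendritic-like cells (2712, 8.76%) and neutrophil-like cells (2116, 6.84%). The 25 libraries lay in 7 sequencing pools, none of which held all time points. Control libraries shared a pool with D10 and D2 libraries, and D1 libraries with D21, D2 and D3 libraries, while 2 pools held D3 alone.

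The first question was whether the reporter sort separated resident from infiltrating cells. Microglia made up 7.06% ± 11.1 (SD, n = 7) of the cells of infiltrating libraries and 85.9% ± 11.9 (SD, n = 5) of those of resident libraries. The ranges, 0.253% to 26.5% and 67.9% to 100%, did not overlap. The difference was -78.8 percentage points (2-sided exact permutation p = 0.00126, the smallest the 792 arrangements can give). The alternative that moved it most added the library with conflicting labels as resident, which gave -64.6 points (exact permutation p = 0.00524); that library held 0.211% microglia.

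Change in composition with time was followed in the mixed libraries alone. Shares follow the deposited codes, and all control cells carry 1 cluster code that may have been given by sample. Microglia were 100% of the 1 control library, 96.9% ± 1.20 (SD, n = 3) at D1, 45.2% ± 59.6 (SD, n = 2) at D2, 71.1% ± 49.1 (SD, n = 3) at D3, 93.1% ± 2.51 (SD, n = 2) at D10 and 92.9% in the 1 library at D21. Macrophages were 2.56% ± 1.24 at D1, 48.5% ± 52.4 at D2, 28.1% ± 47.7 at D3 and 5.57% ± 1.70 at D10 (SD, same n). The spread at D2 and D3 came from 1 library each, D2_mixed 2 with 3.05% microglia and D3_mixed 3 with 14.4%, against 87.3% in the other D2 library and 99.4% and 99.6% in the other D3 libraries. Across D1, D2, D3 and D10 the share of microglia (exact permutation p = 0.397), macrophages (p = 0.487) and dendritic-like cells (p = 0.412) did not differ beyond the spread between libraries (exact permutation of 10 libraries, each adjusted p = 0.487). Neutrophil-like cells were 0.400% ± 0.356 at D1, 3.97% ± 3.96 at D2, 0.009% ± 0.016 at D3 and 0 at D10, and their share differed between time points (exact permutation p = 0.00587, adjusted 0.0235 over 4 cell types, 25200 arrangements).

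These tests moved most with single libraries. Without D3_mixed 3, 3 of the 4 cell types passed the threshold, with an exact permutation p of 7.94e-04 for microglia, whose adjusted p over the alternatives ran from 0.00318 to 0.959. For neutrophil-like cells the adjusted exact permutation p ran from 0.00529 to 0.135 over the alternatives. It was above the threshold without D1_mixed 1 (0.0571), D1_mixed 2 (0.073), D2_mixed 2 (0.135), D3_mixed 2 (0.0571), D10_mixed 1 (0.127) or D10_mixed 2 (0.11). Within the pool that held both D2 mixed libraries, these differed by 84.3 points of microglia, so the shares at D2 varied within a pool as well.

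**Figure D1:**
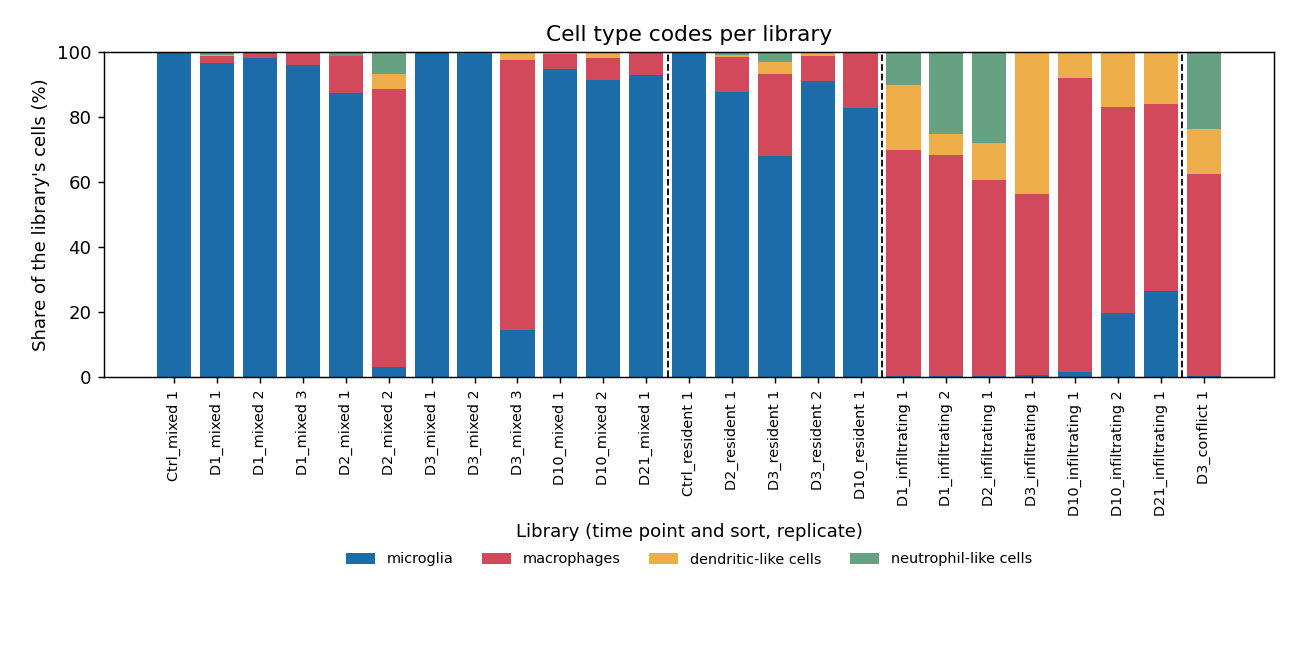
Stacked bars give the percent of cells of each of the 4 deposited cell types in each of the 25 libraries, ordered as mixed, resident, infiltrating and conflicting labels (dashed lines between them). Microglia fill 67.9% to 100% of resident and 0.253% to 26.5% of infiltrating libraries, and 2 mixed libraries, D2_mixed 2 and D3_mixed 3, hold 3.05% and 14.4%.

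Counts of microglia summed per library were compared with the 2 control libraries over 10801 genes. At D1 (n = 3), 5034 genes passed an adjusted p of 0.05 in edgeR, 2577 of them higher and 2457 lower. The counts were 3210 at D2 (n = 3; 1896 higher, 1314 lower), 4064 at D3 (n = 5; 2168 higher, 1896 lower), 1111 at D10 (n = 3; 871 higher, 240 lower) and 754 at D21 (n = 1; 661 higher, 93 lower), where the lone library was assumed to vary like the others. The alternative that moved these counts most was sequencing pool as a term, which gave 255 genes at D3, 1585 at D2 and 2404 at D10; for D1 and D21 pool and time point cannot be told apart. The fit on mixed libraries alone gave 71 genes for D10 vs Ctrl with 1 control library left. Single control libraries carried much of the counts. Without Ctrl_mixed 1 they were 718 at D2, 1825 at D3, 254 at D10 and 209 at D21, and without Ctrl_resident 1 they were 1852 at D2, 2241 at D3 and 514 at D10. D2 also fell to 1110 without D2_mixed 1, and D10 to 565 without D10_resident 1 and 695 without D10_mixed 1. No majority direction is read at D1 and D3. Median-of-ratios scaling gave 2247 higher and 2861 lower genes at D1 and 1985 and 2233 at D3, DESeq2 and the fit without an expression filter also gave more lower genes at both, and the pool term gave 254 higher and 1 lower at D3. At D1 the majority also turned with at least 50 cells, without clusters 6, 7 and 10, without cluster 2, and without D2_mixed 2 (2398 higher, 2609 lower), D3_resident 2 (2466, 2733), D3_mixed 2 (2494, 2798) or D21_mixed 1 (2397, 2576). At D2 the majority of higher genes was small with median-of-ratios scaling (1706 higher, 1625 lower) and in DESeq2 (1944, 1837). With the pool term it was larger (1181, 404). Under DESeq2, 67.7% of the genes called at D10 and 73.4% of those at D21 were higher, against 78.4% and 87.7% in edgeR. Median-of-ratios scaling moved the median log2 change of all genes to -0.18 at D1, -0.12 at D2, -0.14 at D3, -0.11 at D10 and -0.18 at D21, and the called changes given below exceed these shifts.

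**Figure D2:**
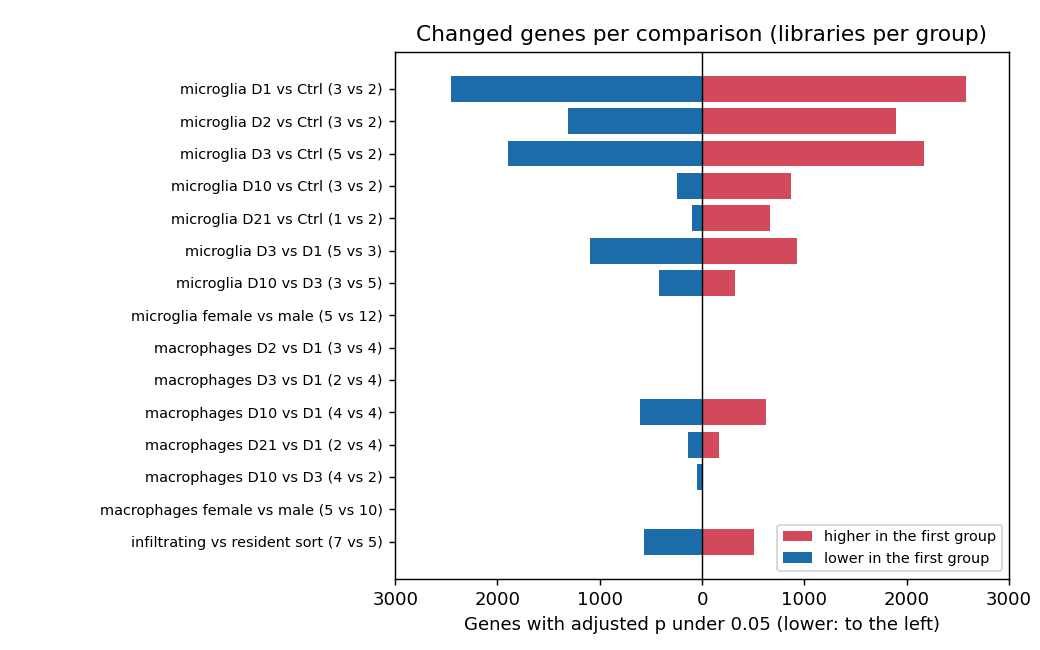
Horizontal bars give the number of genes past an adjusted p of 0.05 in each comparison, higher to the right (red) and lower to the left (blue). Microglia at D1 vs Ctrl have the most (2577 higher, 2457 lower), and D2 vs D1 and D3 vs D1 in macrophages and both sex comparisons have 0 in edgeR.

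At D1, the largest rise by the naming rule was that of Spp1 (osteopontin; chromosome 5, 104435118 to 104441050, GRCm38, as for all coordinates), from 10.5 ± 3.98 CPM (SD, n = 2) in controls to 27368 ± 14482 (SD, n = 3), a log2 change of 11.61 (SE 0.69, edgeR adjusted p 2.43e-08). Adam8 had 3456 counts at D1 and 2 in controls, a ratio of 1039 (95% counting interval 287.5 to 8585). Msr1 rose from 2.68 ± 1.04 to 829 ± 217 CPM (log2 change 8.53, SE 0.52, edgeR adjusted p 2.43e-08). The largest falls were those of Cx3cr1 (-6.43, SE 1.62, edgeR adjusted p 0.00386), Nav2 (-5.89, SE 0.86, 6.30e-05) and Slc2a5 (-5.71, SE 0.44, 3.94e-07). For Cx3cr1 the groups differed in sort as well as time, since all D1 libraries were mixed; Cx3cr1 in microglia D1 vs Ctrl fell by 2.47 on the log2 scale, and was no longer past the threshold, without Ctrl_resident 1. With mixed libraries alone, Nav2 in microglia D1 vs Ctrl (-8.10) and Slc2a5 in microglia D1 vs Ctrl (-3.98) kept the direction and were not past it. Of the genes fixed beforehand, P2ry12 (chromosome 3, 59216272 to 59262871) fell from 1897 ± 1271 to 111 ± 24.4 CPM (log2 change -4.36, SE 0.60, edgeR adjusted p 3.73e-05), Tmem119 fell (-2.31, SE 0.37, 1.21e-04), and Lpl (4.71, SE 0.34, 1.77e-07) and Lgals3 (6.77, SE 0.64, 2.16e-06) rose. Apoe did not differ (-0.06, edgeR adjusted p 0.928).

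At D2, Spp1 stood at 18214 ± 4522 CPM (SD, n = 3; log2 change 10.88, SE 0.67, edgeR adjusted p 2.94e-08). The other rises named by the rule were those of Hist1h1b (9.74, SE 2.19, edgeR adjusted p 0.0037), a histone gene with near-identical copies, and Ccnb1 (770 against 2 counts, ratio 289.1, counting interval 79.75 to 2391). The falls were those of P2ry12 (-3.53, SE 0.56, edgeR adjusted p 2.88e-04), Sox4 (-3.48, SE 0.61, 6.41e-04) and Btg2 (-3.27, SE 0.46, 1.10e-04). Mki67 (6.24, SE 1.29, edgeR adjusted p 0.00217) and Top2a (5.80, SE 1.14, 0.00157) were higher. Without Ctrl_mixed 1, Hist1h1b in microglia D2 vs Ctrl (8.63) and Mki67 in microglia D2 vs Ctrl (4.96) were not past the threshold.

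At D3, Spp1 stood at 29296 ± 7296 CPM (SD, n = 5; log2 change 11.64, SE 0.68, edgeR adjusted p 1.32e-08). Gpnmb had 681 counts against 0 in controls, at least 322.3-fold higher, and Ccnb1 had a ratio of 237.8 (counting interval 65.32 to 1972). Nav2 (-3.71, SE 0.68, edgeR adjusted p 6.24e-04) and Btg2 (-3.46, SE 0.40, 1.74e-05) were among the genes that fell most. Apoe (chromosome 7, 19696109 to 19699188) was at 16750 ± 5601 CPM against 1185 ± 59.2 in controls (log2 change 3.80, SE 0.48, edgeR adjusted p 3.16e-05). P2ry12 (-2.41, SE 0.51, edgeR adjusted p 0.00184), Mki67 (5.01, SE 1.21, 0.00431) and Top2a (5.01, SE 1.07, 0.00187) also differed. Without Ctrl_mixed 1, P2ry12 in microglia D3 vs Ctrl (-1.09) and Mki67 in microglia D3 vs Ctrl (3.76) lost the call. With the pool term the falls of Nav2 in microglia D3 vs Ctrl (-0.44), Btg2 in microglia D3 vs Ctrl (-0.53) and P2ry12 (-0.83) and the rises of Mki67 (3.09) and Top2a in microglia D3 vs Ctrl (2.36) were not past the threshold. With mixed libraries alone none of these 5 genes was, nor was Apoe in microglia D3 vs Ctrl (2.27). Without clusters 6, 7 and 10, Top2a (2.38) was not either.

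At D10, Gpnmb was at least 256.4-fold higher than in controls, Apoc4 had a ratio of 729.6 (counting interval 201.8 to 6029), and Spp1 stood at 8961 ± 3213 CPM (SD, n = 3; log2 change 9.86, SE 0.65, edgeR adjusted p 1.02e-07). Slc2a5 (-2.54, SE 0.36, edgeR adjusted p 2.15e-04) and P2ry12 (-2.29, SE 0.55, 0.0106) were among the genes that fell most. Apoe reached 59957 ± 5968 CPM (log2 change 5.69, SE 0.54, edgeR adjusted p 4.98e-06). Without Ctrl_mixed 1, P2ry12 in microglia D10 vs Ctrl (-0.88) was not past the threshold, and without D10_resident 1 P2ry12 (-2.08) was not. With mixed libraries alone Gpnmb in microglia D10 vs Ctrl, Slc2a5 in microglia D10 vs Ctrl (-0.82) and P2ry12 (-2.58) were not past it.

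At D21 the 1 library had Gpnmb at least 634.7-fold higher, Apoc4 with a ratio of 1149 (counting interval 317.5 to 9498) and Spp1 at 11660 CPM (log2 change 10.09, SE 0.69, edgeR adjusted p 1.39e-07). Apoe was at 87864 CPM (log2 change 6.45, SE 0.61, edgeR adjusted p 3.30e-06). Lrba (-2.52, SE 0.48, edgeR adjusted p 0.00247) and Rapgef5 (-2.52, SE 0.61, 0.0146) were among the genes that fell most, and Il1b rose (3.20, SE 0.67, 0.00525). P2ry12 was lower by a similar amount as at D10 without passing the threshold (-2.34, edgeR adjusted p 0.0807). Without Ctrl_mixed 1, Lrba in microglia D21 vs Ctrl (-1.88), Rapgef5 in microglia D21 vs Ctrl (-2.34) and Il1b in microglia D21 vs Ctrl (2.86) lost the call. At equal depth Rapgef5 (-2.71) lost it, and with mixed libraries alone Rapgef5 (-2.57) and Il1b (3.42) did.

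**Figure D3:**
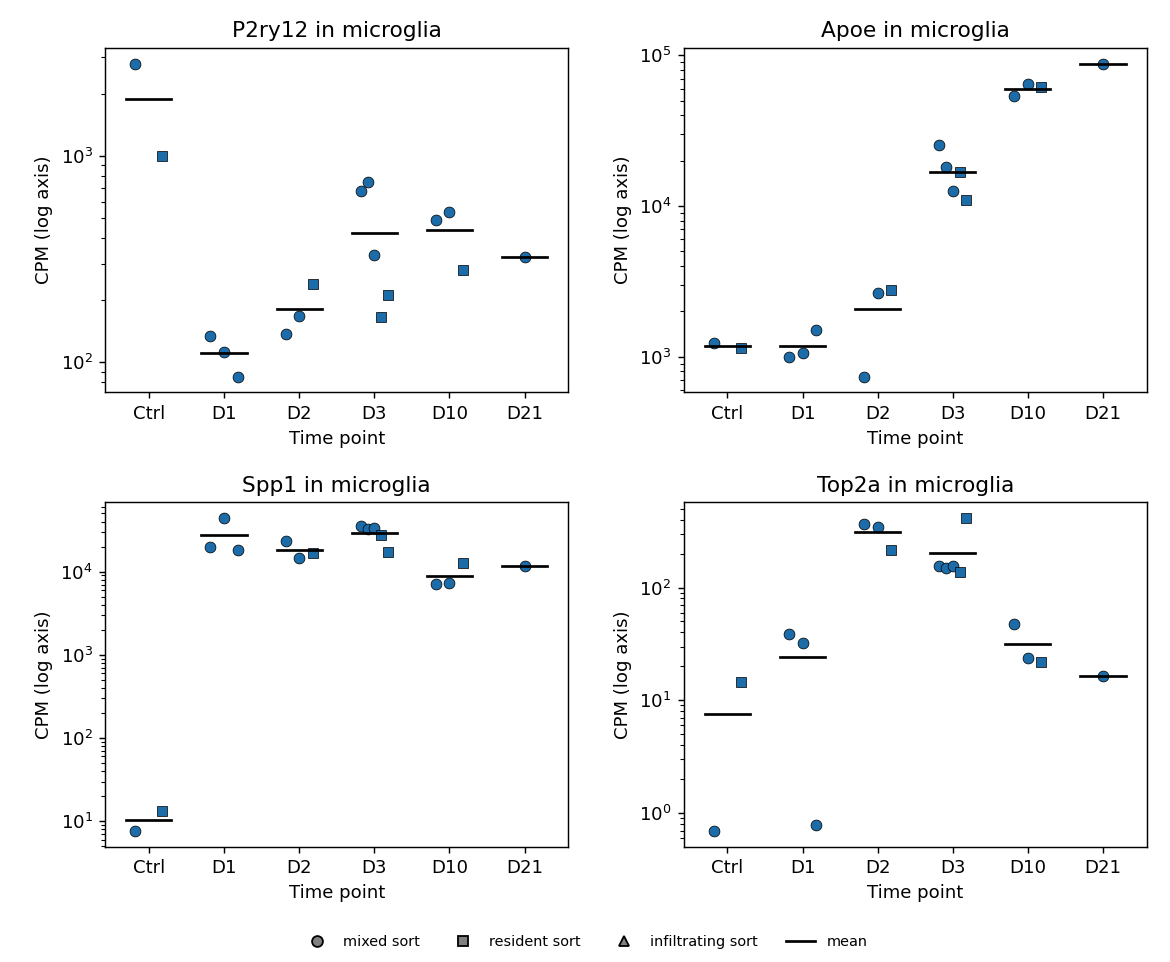
Points give CPM (log axis) of P2ry12, Apoe, Spp1 and Top2a in microglia of each library by time point, circles for mixed and squares for resident libraries, and short lines mark the means. Spp1 goes from 10.5 CPM in controls to 27368 at D1, and Apoe stays near its control level at D1 and reaches 59957 at D10 and 87864 at D21.

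Between successive phases in microglia, 2030 genes changed from D1 to D3 (931 higher, 1099 lower), and 1004 without D1_mixed 2. No majority direction is read, since median-of-ratios scaling gave 1056 higher and 919 lower, DESeq2 1357 and 1177, and the fit without an expression filter 1083 and 933. It also turned at equal depth, in the replicate block, without cluster 2, and without D3_resident 2 (883, 832), D3_mixed 2 (1194, 976) or D21_mixed 1 (1043, 904). Ccnb2 (6.05, SE 0.67, edgeR adjusted p 2.60e-05), Apoc4 (5.86, SE 0.54, 4.49e-06) and Cdkn3 (5.74, SE 0.37, 1.25e-07) rose most, and Sdc4 (-3.33, SE 0.42, 8.81e-05), Ccl12 (-3.21, SE 0.60, 0.00176) and Ybx3 (-3.16, SE 0.44, 1.77e-04) fell most. Apoe (3.86, SE 0.40, edgeR adjusted p 1.87e-05) and P2ry12 (1.96, SE 0.45, 0.00658) were higher at D3 and Lpl was lower (-1.76, SE 0.21, 6.73e-05). No pool held microglia libraries of both time points, so pool and time cannot be told apart here.

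From D3 to D10, 743 genes changed (320 higher, 423 lower; 837 and 741 without D3_mixed 3). The count was 64 without D10_mixed 2, 158 without D10_mixed 1, 243 without D10_resident 1, 402 without D3_resident 2, 420 without D3_mixed 1, 466 without D3_mixed 2, 474 without D1_mixed 2, 1578 without D3_mixed 3, and 0 with the pool term in edgeR (526 at an unadjusted p under 0.05). Those 526 are under 0.05 of the 10801 genes tested, no more than chance alone would give. DESeq2 without the pool term called 1444. Apoc4 (3.16, SE 0.31, edgeR adjusted p 2.77e-05), Apoc1 (2.99, SE 0.30, 2.77e-05) and Lag3 (2.76, SE 0.43, 0.00174) rose most. Ccl7 (-3.52, SE 0.81, edgeR adjusted p 0.0192), Rrm2 (-3.45, SE 0.76, 0.0148) and Ccnb1 (-3.43, SE 0.59, 0.00308) fell most. Apoe (1.88, SE 0.33, edgeR adjusted p 0.00346) and Lpl (1.52, SE 0.21, 7.89e-04) rose and Spp1 fell (-1.78, SE 0.35, 0.00805). Spp1 in microglia D10 vs D3 lost the call without D10_mixed 1 (-1.66) or D10_mixed 2 (-1.68). Ccl7 in microglia D10 vs D3 lost it without D10_mixed 1 (-3.42) or D10_mixed 2 (-3.04), at equal depth (-2.11) and in mixed libraries alone (-4.01). Rrm2 in microglia D10 vs D3 lost it without D10_resident 1 (-3.51), D10_mixed 1 (-3.92) or D10_mixed 2 (-3.13) and in mixed libraries alone (-3.70). Ccnb1 in microglia D10 vs D3 lost it without D10_mixed 2 (-3.24) or clusters 6, 7 and 10 (-3.35) and in mixed libraries alone (-3.81). Top2a (-2.63, SE 0.76, edgeR adjusted p 0.0465) was 0.53 with the pool term for Top2a in microglia D10 vs D3 and lost the call in mixed libraries alone (-2.13), with a sort term (-2.45), with at least 50 cells (-2.63), without clusters 6, 7 and 10 (-2.55), without cluster 2 (-2.75) and without any 1 of 10 libraries (-2.98 to -2.28). These were D1_mixed 1 and 2, D2_mixed 2, D3_resident 1 and 2, D3_mixed 1 and 2, D10_resident 1, and D10_mixed 1 and 2.

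Macrophages were compared with D1 (n = 4) over 8577 genes. The deposited codes give none in the control libraries. All control cells carry 1 cluster code that may have been given by sample, so that absence may follow from the annotation. At D2 (n = 3) edgeR called 0 genes, with 123 at an unadjusted p under 0.05 and 0 in DESeq2. At D3 (n = 2) edgeR called 0, with 612 at an unadjusted p under 0.05 and 16 in DESeq2. At D10 (n = 4), 1231 genes changed (627 higher, 604 lower), and at D21 (n = 2) 305 (167 higher, 138 lower). Neither majority is read, since at D10 it turned in 14 alternatives, for example without D1_infiltrating 2 (124 higher, 252 lower), and at D21 in 5, for example with the pool term (10 and 17). From D3 to D10, 58 changed (8 higher, 50 lower). The fit on mixed libraries alone had D3_mixed 3 as its only D3 library and D21_mixed 1 as its only D21 library. Its counts for contrasts with D3 or D21 are therefore not read. D10 vs D1 gave 376 genes without D1_infiltrating 2, 646 without D10_mixed 1 and 716 without D10_mixed 2. D3 vs D1 gave 88 without D3_infiltrating 1. D21 vs D1 gave 14 without D21_infiltrating 1, 70 without D1_infiltrating 2, 112 without D21_mixed 1, 556 without D3_mixed 3 and 583 without D3_infiltrating 1. D10 vs D3 gave 8 without D10_mixed 1, 9 without D10_mixed 2, 15 without D10_infiltrating 2, 94 without D3_infiltrating 1 and 253 without D3_mixed 3. Under DESeq2 408 genes were called for D10 vs D3, 46.1% of them higher against 13.8% in edgeR. With the pool term D21 vs D1 gave 27, and pool could not be separated from the time point in the D10 contrasts.

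At D10 against D1, Hist1h3c had 317 counts against 0, at least 545.8-fold higher, and Hist1h2ab (8.38, SE 1.58, edgeR adjusted p 0.00529) and Gpr34 (7.81, SE 1.38, 0.00372) rose as well. Both histone genes have near-identical copies. Hist1h3c in macrophages D10 vs D1 lost the call in the fit with a sort term (10.30), with at least 50 cells, without cluster 2 and without any 1 of 9 libraries. These were D1_infiltrating 1 and 2, D1_mixed 1 and 3, D10_infiltrating 2, D10_mixed 1 and 2, D21_infiltrating 1 and D21_mixed 1. Cxcl3 had 0 counts at D10 and 45292 at D1, at least 2923-fold lower, and Cxcl2 (-12.27, SE 2.82, edgeR adjusted p 0.0128) and Arg1 (chromosome 10, 24915221 to 24927484; -10.84, SE 1.10, 1.52e-04) fell. Apoe (3.52, SE 0.67, edgeR adjusted p 0.00576), Mki67 (4.69, SE 1.04, 0.011) and Top2a (6.27, SE 1.52, 0.0163) rose and Lgals3 fell (-2.04, SE 0.36, 0.00379). Mki67 in macrophages D10 vs D1 (4.39) and Top2a in macrophages D10 vs D1 (5.23) lost the call without D1_infiltrating 2.

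At D21 against D1, Apoc4 (8.17, SE 0.97, edgeR adjusted p 0.00128), Gpr34 (7.85, SE 1.48, 0.0147) and Cst7 (6.92, SE 1.36, 0.0184) rose most. Arg1, Timp1 and Dok2 had 0 counts at D21 and were at least 769.9-fold, 49.05-fold and 40.22-fold lower. Apoe was higher (3.79, SE 0.77, edgeR adjusted p 0.0208). With 2 libraries at D21, most of these calls rested on single libraries. Without D21_infiltrating 1 Gpr34 in macrophages D21 vs D1 (7.76), Apoe in macrophages D21 vs D1 (4.35), Arg1, Timp1 and Dok2 lost the call, and without D21_mixed 1 Cst7 in macrophages D21 vs D1 (2.91), Apoe (3.08), Timp1 and Dok2 did. Without D1_infiltrating 2 Gpr34 (6.08), Cst7 (6.38) and Timp1 did. In mixed libraries alone Apoc4 in macrophages D21 vs D1 (14.30), Gpr34 (1.83), Timp1 and Dok2 lost it, and with the pool term Gpr34 (1.82), Cst7 (3.50), Apoe (4.15), Timp1 and Dok2 did.

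Between D3 and D10 Tmem176a (3.49, SE 0.62, edgeR adjusted p 0.0182), Tmem176b (3.44, SE 0.72, 0.0439) and Serinc3 (2.21, SE 0.47, 0.0457) rose most in macrophages. Tmem176a and Tmem176b overlap on chromosome 6 (48840919 to 48847071 and 48833818 to 48841496) on opposite strands, and their split of the reads is uncertain because the counting is not stated. Arg1 (-7.88, SE 1.10, edgeR adjusted p 0.00659) and Ccl7 (-7.16, SE 0.90, 0.00235) fell, and Sdc1 had 1 count at D10 against 1795 at D3, a ratio of 279.2 (counting interval 50.06 to 11040). Lgals3 also fell (-2.32, SE 0.42, edgeR adjusted p 0.0188). Arg1 and Ccl7 kept the call without each library. Tmem176a in macrophages D10 vs D3 lost it without D10_infiltrating 2 (2.94), D10_mixed 1 (3.64) or D10_mixed 2 (3.61). Lgals3 in macrophages D10 vs D3 lost it without D3_mixed 3 (-1.52), D10_infiltrating 2 (-2.42), D10_mixed 1 (-2.33) or D10_mixed 2 (-2.31). Serinc3 in macrophages D10 vs D3 (1.78 to 2.34), Tmem176b in macrophages D10 vs D3 (2.77 to 3.59) and Sdc1 lost it without any 1 of 10 libraries each, with at least 50 cells and without cluster 2. D1_mixed 1, the 4 libraries of D10 and both of D21 were among the 10 for all of them; the rest were D1_infiltrating 2 and D3_mixed 3 for Serinc3 and Tmem176b, with D2_mixed 1 for Serinc3 and D1_mixed 3 for Tmem176b, and D1_infiltrating 1, D2_infiltrating 1 and D3_infiltrating 1 for Sdc1. At equal depth Serinc3 (2.08) and Sdc1 were also not past the threshold, with sex from the deposited code Tmem176b (3.54) was not, and in mixed libraries alone or without clusters 6, 7 and 10 Sdc1 was not.

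Across all cells of a library, 1077 of 10074 genes differed between infiltrating (n = 7) and resident (n = 5) libraries, 506 higher and 571 lower in infiltrating ones (205 and 193 without D3_infiltrating 1). Of these libraries, the control was resident and those of D1 and D21 were infiltrating. With time point as a term, the difference between sorts therefore rests on D2, D3 and D10, which held both. Cd209a (5.63, SE 0.90, edgeR adjusted p 0.00754), Hp (3.98, SE 0.65, 0.00837) and H2-Aa (3.55, SE 0.86, 0.0332) were higher, and Ecscr (-7.65, SE 0.96, 0.00322), Sparc (-7.37, SE 0.82, 0.00211) and Serpine2 (-6.81, SE 0.86, 0.00322) lower. Of the fixed genes, P2ry12 was lower (-3.21, SE 0.29, edgeR adjusted p 0.00108) and Il1b higher (3.00, SE 0.45, 0.00558). Tmem119 (-3.06, SE 0.66, edgeR adjusted p 0.0229) and Lpl (-2.90, SE 0.57, 0.0168) were also lower and Ccr2 higher (4.09, SE 1.07, 0.0433). The values of Tmem119, Lpl and Ccr2 without single libraries are not given here. With the library of conflicting labels added as infiltrating 1619 genes passed in edgeR; added as resident 0 did (2174 at an unadjusted p under 0.05), and all the genes named here lost the call with their direction kept. The count was 187 without D2_resident 1, 195 without D2_infiltrating 1, 398 without D3_infiltrating 1, 430 without D3_resident 1, 479 without D3_resident 2, 691 without D10_infiltrating 2 and 585 with the pool term. Without D2_infiltrating 1, Cd209a in infiltrating vs resident sort (5.62) and Hp in infiltrating vs resident sort (3.27) lost the call, and without D2_resident 1 they did as well (5.61 and 3.28). H2-Aa in infiltrating vs resident sort lost it without D2_infiltrating 1 (3.97), D2_resident 1 (3.97), D3_infiltrating 1 (4.29), D3_resident 1 (3.82), D3_resident 2 (3.54) or D10_resident 1 (2.65), without clusters 6, 7 and 10 (3.90) and with sex from the deposited code (3.35).

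Female and male libraries were compared within the same fits. In microglia (5 female, 12 male) edgeR called 0 genes, with 101 at an unadjusted p under 0.05 and 0 in DESeq2. In macrophages (5 female, 10 male) edgeR called 0, with 169 at an unadjusted p under 0.05 and 0 in DESeq2, and in mixed libraries alone edgeR called 21.

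The 6 gene lists fixed beforehand were followed through the contrasts, and 47 of 72 pairs of list and contrast passed in camera. Of the 29 of 42 that passed in microglia, 25 also passed in fry and 9 under an estimated correlation. Of the 18 of 30 in macrophages, 0 passed in fry or under an estimated correlation. The alternative that moved the total most was the estimated correlation, with 9 pairs, against 28 in fry. In microglia against controls, the homeostatic list had a median log2 change of -2.24 at D1, -1.76 at D2, -1.45 at D3, -1.33 at D10 and -1.55 at D21, past the threshold each time in camera and fry. The disease-associated list rose to 1.63, 1.67, 2.47, 3.77 and 4.45, and the lipid list to 1.54, 2.91, 2.95, 2.78 and 3.68, all past the threshold in both tests; under the estimated correlation both held at D3, D10 and D21, and the disease-associated list also at D2. The proliferation list stood at 2.64, 6.37, 5.58, 2.84 and 2.07, past the threshold in camera each time and in fry at D2, D3 and D10. The inflammatory list passed in camera at no time point (medians 1.39, 0.33, -0.30, 0.34 and 1.30) and in fry at D1 and D21, and the interferon list passed in neither. With Fabp5 and Lpl left out of both lists that hold them, the lipid list at D1 was no longer past the threshold in camera.

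Of the 18 disease-associated genes, 17 passed over all genes at D10 and 18 adjusted over the list alone. Of the 12 homeostatic genes, 11 passed at D1 both ways. Of the 14 proliferation genes, 14 passed at D2 both ways, and of the 12 inflammatory genes, 6 at D1 both ways. At D21 the numbers were 2 over all genes and 6 adjusted over the list alone for the homeostatic list, and 2 and 4 for the proliferation list. Of the 11 lipid genes tested, 9 passed over all genes at D10 and 11 adjusted over the list alone, and of the 12 interferon genes 3 and 6 did from D1 to D3.

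From D1 to D3 in microglia the proliferation (3.45), homeostatic (0.94) and disease-associated (0.95) lists rose and the inflammatory list fell (-1.27) in camera and fry; interferon (1.84) and lipid (0.56) rose in camera alone. The disease-associated and inflammatory lists also held under the estimated correlation. From D3 to D10 the proliferation list fell (-2.42, 14 of 14 genes) and the disease-associated (0.79) and inflammatory (0.86) lists rose in both tests. In macrophages against D1, in camera alone, the inflammatory list was lower at D2 (-2.52), D3 (-2.25) and D10 (-4.55), the proliferation list higher at D2 (2.38), D3 (2.60), D10 (5.46) and D21 (5.78), and the homeostatic list lower at D2 (-0.40) and higher at D10 (2.04) and D21 (2.65). The interferon list was lower at D2 (-0.74) and D10 (-1.74), and at D3 the disease-associated (1.10) and lipid (0.52) lists were higher. From D3 to D10 the lists of proliferation (2.91) and homeostatic genes (2.13) were higher and those of lipid (-1.06) and interferon genes (-2.22) lower. Median, mean and test differed in sign in 5 pairs. These were the disease-associated list at D2 in macrophages (median 0.24, mean -0.06, lower in camera, higher in fry) and at D10 against D1 (-0.20, 0.26, higher), the interferon list at D3 against D1 in macrophages (0.46, 0.46, lower), the inflammatory list at D3 in microglia (-0.30, 0.08, lower), and the interferon list at D10 in microglia (-0.02, -0.12, lower in camera, higher in fry). None of these 5 passed a test.

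Camera calls of 11 pairs rested on single libraries. The direction of the interferon list in macrophages D10 vs D3 reversed without D3_infiltrating 1 (adjusted p 0.573; 0.00106 with all libraries). The call of the proliferation list in microglia D1 vs Ctrl was lost without Ctrl_mixed 1, D1_mixed 1 or D1_mixed 2 (adjusted p 0.293, 0.101 and 0.100), and that of the proliferation list in microglia D21 vs Ctrl without Ctrl_mixed 1 (0.174). The lipid list in microglia D3 vs D1 lost it without D1_mixed 1, D1_mixed 2, D3_resident 1, D3_resident 2 or D3_mixed 3 (0.0516 to 0.0924), and the inflammatory list in microglia D10 vs D3 without Ctrl_mixed 1, Ctrl_resident 1, D2_mixed 2, D3_resident 2, D3_mixed 3 or D10_resident 1 (0.0529 to 0.108). In macrophages, the homeostatic list in macrophages D2 vs D1 lost it without D1_mixed 1, D1_mixed 3, D2_mixed 2, D2_infiltrating 1, D3_infiltrating 1, D10_infiltrating 1 or D21_infiltrating 1 (0.0524 to 0.220), and the interferon list in macrophages D2 vs D1 without D1_infiltrating 1 (0.408) or D2_infiltrating 1 (0.0516). The disease-associated list in macrophages D3 vs D1 lost it without D1_mixed 3, D1_infiltrating 1, D3_mixed 3, D21_mixed 1 or D21_infiltrating 1 (0.0610 to 0.554), and the lipid list in macrophages D3 vs D1 without D3_mixed 3 (0.187) or D1_infiltrating 1 (0.0520). The interferon list in macrophages D10 vs D1 lost it without D1_infiltrating 1 (0.0771), and the proliferation list in macrophages D21 vs D1 without D21_infiltrating 1 (0.376).

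Whether microglia and macrophages changed differently was tested directly in 1 joint fit over 11486 genes, in which 8 libraries gave a sum in both and were taken as independent. From D1 to D3, 10 genes differed in their change, with 1255 at an unadjusted p under 0.05. From D3 to D10, 234 differed, with 1849 at an unadjusted p under 0.05. Of the 14 fixed genes, 0 passed over all genes in edgeR in either contrast; adjusted over the list alone, 6 passed from D3 to D10 (Fabp5, Tmem119, Mki67 and Top2a at 0.0102, Il1b and P2ry12 at 0.0147) and 0 from D1 to D3. With the library as a block in limma voom, chosen after these counts were seen, 15 and 318 genes differed (12 and 225 without the block; correlation 0.156), 9 and 190 of them shared with edgeR, and of the fixed genes 0 and 2. The proliferation list fell in microglia and rose in macrophages from D3 to D10, a median difference of -5.06 on the log2 scale, lower in microglia for 14 of 14 genes (camera p 3.62e-14, fry p 0.0171), and 4 of its genes passed over all genes. With a pool term the median change of the list in microglia was -0.34.

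The title of the study names Fabp5, a fatty acid binding protein gene (chromosome 3, 10012548 to 10016607), and it was followed in every contrast. In microglia it stood at 10.6 ± 6.50 CPM (SD, n = 2) in controls, 193 ± 59.1 (n = 3) at D1, 165 ± 33.1 (n = 3) at D2, 518 ± 375 (n = 5) at D3, 618 ± 51.9 (n = 3) at D10 and 1528 in the 1 library at D21. The log2 changes against controls were 4.27 (SE 0.65, edgeR adjusted p 8.08e-05) at D1, 4.15 (SE 0.64, 2.30e-04) at D2, 5.71 (SE 0.67, 1.74e-05) at D3, 6.0 (SE 0.69, 2.92e-05) at D10 and 7.49 (SE 0.80, 1.37e-05) at D21, and these 5 calls were kept without each library that could be left out; D21 has no estimate without its only one. Fabp5 also rose from D1 to D3 (1.44, SE 0.43, edgeR adjusted p 0.0274), a call lost for Fabp5 in microglia D3 vs D1 without D1_mixed 1 (1.29), D1_mixed 2 (1.32) or D3_mixed 3 (0.88), and in mixed libraries alone (1.51). It did not differ from D3 to D10 (0.29, edgeR adjusted p 0.680), nor between sexes or sorts. With the pool term the log2 change of Fabp5 in microglia D2 vs Ctrl was 3.73, that of Fabp5 in microglia D3 vs Ctrl 6.22 and that of Fabp5 in microglia D10 vs Ctrl 6.13, all past the threshold. Within the 2 pools that held control and D10 microglia, D10 was 103.3-fold and 40.6-fold above the control. In mixed libraries alone, with 1 control, the change at D10 was 7.42 and not past the threshold.

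In macrophages Fabp5 was at 2374 ± 1534 CPM (SD, n = 4) at D1, 5354 ± 2832 (n = 3) at D2, 8897 ± 10628 (n = 2) at D3, 1089 ± 877 (n = 4) at D10 and 1508 ± 1564 (n = 2) at D21, higher than in microglia of the same time point except at D21. None of its contrasts passed in edgeR (log2 changes against D1 of 1.02, 2.32, -1.13 and -1.09, and -3.46 from D3 to D10 with edgeR adjusted p 0.0882). Fabp5 in macrophages D10 vs D3 passed in DESeq2 (-3.41) and without an expression filter (-3.47). It was -5.17 in mixed libraries alone and -4.31 without D3_infiltrating 1, both with D3_mixed 3 as the only D3 library. In mixed libraries alone Fabp5 in macrophages D2 vs D1 (2.76) and Fabp5 in macrophages D10 vs D1 (-1.07) passed as well. Fabp5 in macrophages D3 vs D1 was 4.10 there, again with D3_mixed 3 as the only D3 library. The direction rested on single libraries at D2 (-0.25 without D2_mixed 2) and D3 (-0.49 without D3_mixed 3), and Fabp5 in macrophages D21 vs D1 was 1.30 in mixed libraries alone.

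After thinning each cell to 1000 UMIs, a Fabp5 UMI was found in 1.69% ± 1.01 (SD, n = 2) of control microglia, 10.1% ± 1.94 (n = 3) at D1, 12.2% ± 0.86 (n = 3) at D2, 19.6% ± 1.86 (n = 5) at D3, 32.3% ± 3.51 (n = 3) at D10 and 48.7% at D21. Unthinned, the shares were 4.74%, 18.9%, 18.8%, 27.7%, 48.2% and 70.3%; 0, 6, 14, 9, 0 and 1 cells were left out as too shallow. Neutrophil-like cells, a guide to background, stood at 10.8% ± 4.74 (SD, n = 2) at D1 in D1_infiltrating 1 and 2, which come from other mice and the other strain than the D1 microglia, so the 2 are not compared. At D2 they stood at 10.3% in D2_infiltrating 1 and 2.04% in D2_mixed 2, where the 23 microglia stood at 13.04%. At D3 the only library with at least 20 such cells was D3_conflict 1 (13.3% of 879 cells), and at D10 and D21 no library had 20. Dendritic-like cells stood at 2.64% to 8.73% over the time points. In macrophages the thinned share was 33.1% at D1, 59.6% at D2, 58.2% at D3, 43.0% at D10 and 44.7% at D21, so against D1 it was higher at D10 and D21 where the CPM was lower, and no order is read from it there.

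**Figure D4:**
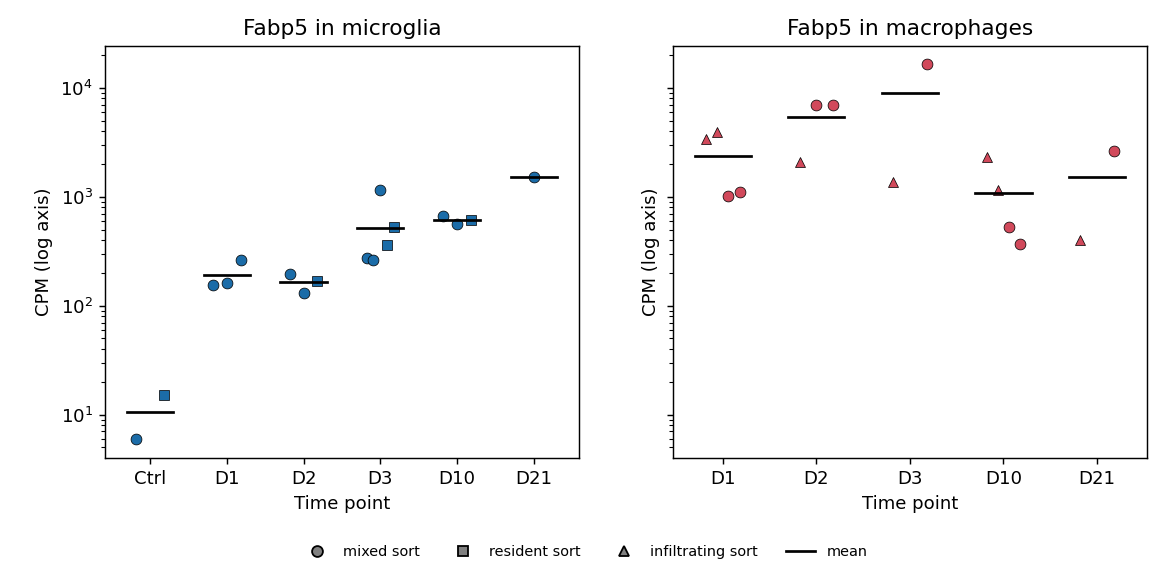
Points give Fabp5 CPM (log axis) per library by time point in microglia and macrophages, circles for mixed, squares for resident and triangles for infiltrating libraries, and short lines mark the means. Microglia go from 10.6 CPM in controls to 1528 in the 1 library at D21, with D3_mixed 3 at 1162 above the other D3 libraries, and the D3 macrophage libraries lie at 1382 and 16412.

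Cx3cr1 (chromosome 9, 119901616 to 120069879), the locus that carries the Cre insertion, differed between sorts at the same time point. In a fit with sort as a term it was lower in mixed than in resident microglia (log2 difference -3.63, SE 0.41, edgeR adjusted p 0.00124) and lower in mixed than in infiltrating macrophages (-3.57, SE 0.41, 0.0051), and it ranked first of all genes in both. In the microglia 16 genes differed, with 492 at an unadjusted p under 0.05, and in the macrophages 1 gene, with 910. All mixed libraries lay below the others at 4 of 4 time points in microglia (exact permutation within time points, p = 0.00556) and at 5 of 5 in macrophages (exact permutation p = 0.00231), the smallest values these arrangements can give. The sequencing pool could be fitted in macrophages alone, where the difference was -4.28 (SE 0.55) with an edgeR adjusted p of 0.0951, and in the pool with both sorts at D10 macrophages of the infiltrating library stood at 468 CPM against 19.4 and 22.6 in the mixed ones. Sort was split the same way as mouse strain, and Cx3cr1 values of mixed and other libraries are therefore not compared across time points beyond the contrasts given. In controls, the mixed library stood at 156 CPM and the resident one at 1132.

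**Figure D5:**
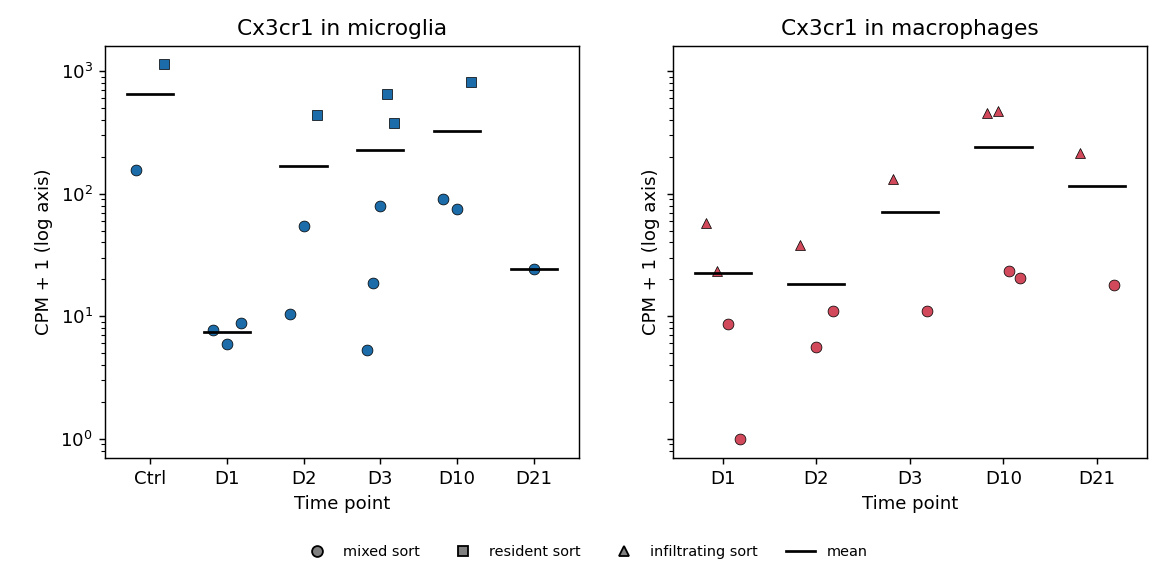
Points give Cx3cr1 CPM + 1 (log axis) per library by time point in microglia and macrophages, with symbols by sort. The mixed libraries lie below the resident or infiltrating ones at every time point that has both, for example at 156 against 1132 CPM in control microglia.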

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

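The comparison of the genes that differed between cell types with RNA passing between them was set before its result was seen; the tests of macrophage RNA and of free RNA in D3_mixed 3, of the D3 macrophage libraries, of the sequencing pool and of the conflicting labels were chosen only after.

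In groups of 4 to 10 libraries, the fixed genes were searched for a library far from the others, and 5 of 44 groups had one; chance gives about 1 in 20. In macrophages at D10, Arg1 was at 4.681 CPM in D10_infiltrating 1 and at 0 in the other 3 libraries, so that most of the group has no count at all. In microglia at D3, D3_resident 2 stood apart for Ccr2 (4.765 CPM, the others 0 to 1.262), for Ly6c2 (3.177 CPM, the others 0) and for Top2a (413 CPM, the others 137.7 to 155.9). Ccr2 and Ly6c2 are near the lowest level these depths can show. No technical or biological explanation was tested for these 4.

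The remaining one was Fabp5 in microglia at D3, at 1162 CPM in D3_mixed 3 against 264.3 to 523.7 in the other 4 libraries. In that library 83.2% of the cells were macrophages, and macrophage genes with low levels in control microglia served to estimate how much macrophage RNA its microglia carried. Their median implied a share of 8.123%, and the excess of Fabp5 over the other D3 libraries would need 8.016%; in the other D3 libraries the same genes implied 0.42% to 2.013%. After thinning, 20.192% of its microglia had a Fabp5 UMI, within the 16.6% to 21.7% of the other D3 libraries, where an excess spread evenly over all cells would give about 57.8%. That argues against free RNA spread over all droplets and places the excess in few cells. Macrophage RNA in few cells, such as pairs of cells captured together, may account for it. That is a hypothesis tested on the data it came from, pairs were not tested for, and a few microglia with much Fabp5 stay open.

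Microglia and macrophages changed differently in 10 genes from D1 to D3 and in 234 genes from D3 to D10, by a test of the difference itself. RNA passing between the classes would move genes in both the same way. Of the genes from D3 to D10 with a value in both classes, 203 of 213 moved in opposite directions. These genes were chosen for a difference, which by itself favours opposite directions, so the count does not decide on RNA exchange and this stays open. The proliferation list was part of it, falling in microglia and rising in macrophages. Only 2 macrophage libraries stood at D3, but the median rise of the list in macrophages was 2.30 and 3.79 without either of them, so neither alone carries it. The sequencing pool stays open. No pool holds D3 and D10 libraries together, but D2 and other libraries link the pools, and with a pool term the list's median change in microglia was -0.343 (6 genes higher, 8 lower). Most of the fall goes away with that term, and a median this near 0 over genes that go both ways does not decide between pool and time point. Without clusters 6, 7 and 10 only 2 genes of the list were left to test in macrophages (median -0.125), while in microglia the list still fell (median -2.55, 14 of 14 genes lower). A difference in the timing of cell division between the classes is a candidate explanation that these data do not settle.

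The library with conflicting labels was in no comparison. Over all its cells Fabp5 stood at 2485 CPM, above the 7.682 to 21.58 of the controls, and above the 1041 CPM of D3_infiltrating 1 and the 1390 and 1357 CPM of the resident D3 libraries. Microglia were 0.2105% of its cells, with a 95% interval of 0.0909% to 0.4144% that takes in the lowest of the infiltrating libraries (0.2527% to 26.5%) and lies far under the 67.9% to 100% of the resident ones. Its title and its deposited sort code both name the infiltrating sort. This argues against a resident sort like the others, and a wrong label in the field that names both colours may explain the conflict. A sort that failed stays open, the library was not reassigned, and no biological explanation was tested.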

How the results depend on the processing

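Alternatives chosen only after the results were seen were the pool term and the omission of clusters 6, 7 and 10 and of cluster 2. Also chosen after were sex from the deposited code, the library block between cell types and the fixed genes followed (those past the threshold, and Fabp5).

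The difference in microglia share between sorts kept its direction and its side of the threshold under every alternative run, from -83.3 to -75.3 points with 1 library left out. Fabp5 passed in 6 of 12 contrasts, in 5 to 7 without single libraries and in 3 of the 7 that could be estimated with the pool term. For the other results the cause of a change was not tested, except where fewer libraries or genes entered by construction.

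At equal depth fewer genes had enough counts to be tested (4227 in microglia, 4892 in macrophages, 7588 in the sort comparison), and fewer passed. In microglia the counts were 1508 at D1, 989 at D2, 1392 at D3, 360 at D10 and 262 at D21 against Ctrl, 336 for D3 vs D1 and 139 for D10 vs D3. Macrophages D10 vs D1 gave 670, and the sort 708. Depth therefore limits how many genes can be called, and microglia sums as small as 23 cells (D2_mixed 2) entered.

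With mixed libraries alone, 1 control library was left. Microglia gave 1206 genes at D1, 2077 at D2, 628 at D3, 71 at D10, 1190 for D3 vs D1 and 117 for D10 vs D3. Macrophages gave 45 for D2 vs D1, 860 for D3 vs D1, 30 for D21 vs D1, 1064 for D10 vs D3 and 21 between sexes. With a pool term microglia gave 1585 at D2, 255 at D3, 2404 at D10 and 0 for D10 vs D3 in edgeR (526 at an unadjusted p under 0.05; DESeq2 was not run with that term), macrophages 27 for D21 vs D1, and the sort 585. The pool term left no estimate for microglia D1, D21 and D3 vs D1 or for macrophages D10 vs D1 and D10 vs D3.

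DESeq2 gave 1444 genes for microglia D10 vs D3, and in macrophages 16 for D3 vs D1, 781 for D21 vs D1 and 408 for D10 vs D3. Without an expression filter macrophages D21 vs D1 gave 513 and D10 vs D3 234. Macrophages D21 vs D1 also gave 524 without the sex term, 506 with at least 10 cells and 484 without clusters 6, 7 and 10, where microglia D10 vs D3 gave 190. With the library of conflicting labels added, macrophages D10 vs D3 gave 445; the sort gave 1619 with it as infiltrating and 0 with it as resident in edgeR (2174 at an unadjusted p under 0.05; DESeq2 was not run with it). Median-of-ratios size factors, the sort term, at least 50 cells, the omission of cluster 2 and sex from the deposited code moved no count by over 1.5 times.

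The number in the titles of the mixed male libraries of D1 and D3 allowed 1 replicate block, which gave 387 genes for microglia D3 vs D1, against 662 in the same libraries without it. Deviations of same-numbered libraries correlated at -0.00217, 0.154 and 0.137 over 8712 genes, so the numbers do not pair the libraries. No paired analysis was possible for macrophages because the compared groups shared fewer than 2 numbers.

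Of 72 pairs of list and contrast, 47 passed in camera, 28 in fry, 9 with an estimated correlation, 46 without Fabp5 and Lpl in the lists and 43 to 51 without single libraries. Of the 759 values of the 47 pairs with 1 library left out, 725 kept the call, 33 lost it and 1 reversed.

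Without single libraries, microglia gave 3370 to 5314 genes at D1, 718 to 3595 at D2, 1825 to 4420 at D3, 254 to 1316 at D10, 209 to 953 at D21, 1004 to 2170 for D3 vs D1, 64 to 1578 for D10 vs D3 and 0 between sexes in edgeR (101 at an unadjusted p under 0.05 with all libraries, 0 in DESeq2). D21 had no estimate without its only library. Ctrl_mixed 1 was behind 718 at D2, 1825 at D3, 254 at D10 and 209 at D21, and Ctrl_resident 1 behind 1852 at D2, 2241 at D3 and 514 at D10. Without D2_mixed 1 D2 gave 1110. D10 gave 565 without D10_resident 1 and 695 without D10_mixed 1. D3 vs D1 gave 1004 without D1_mixed 2. D10 vs D3 gave 474 without D1_mixed 2, 402 without D3_resident 2, 420, 466 and 1578 without D3_mixed 1, 2 and 3, 243 without D10_resident 1, and 158 and 64 without D10_mixed 1 and 2.

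Macrophages gave 0 for D2 vs D1 and between sexes in edgeR without each library (123 and 169 at an unadjusted p under 0.05 with all of them, 0 in DESeq2), 0 to 88 for D3 vs D1 (612 at an unadjusted p under 0.05 with all of them, 16 in DESeq2), 376 to 1635 for D10 vs D1, 14 to 583 for D21 vs D1 and 8 to 253 for D10 vs D3. Without D1_infiltrating 2 D10 vs D1 gave 376 and D21 vs D1 70. Without D3_infiltrating 1 D3 vs D1 gave 88, D21 vs D1 583 and D10 vs D3 94. Without D3_mixed 3 D21 vs D1 gave 556 and D10 vs D3 253. Without D10_infiltrating 2 D10 vs D3 gave 15; without D10_mixed 1 D10 vs D1 gave 646 and D10 vs D3 8; without D10_mixed 2 they gave 716 and 9. D21 vs D1 gave 14 without D21_infiltrating 1 and 112 without D21_mixed 1.

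The sort gave 187 to 1540 genes, with 195 without D2_infiltrating 1, 187 without D2_resident 1, 398 without D3_infiltrating 1, 430 and 479 without D3_resident 1 and 2, and 691 without D10_infiltrating 2. Of the 4 cell types, 1 changed share with time, 3 without D3_mixed 3, and 0 without D1_mixed 1, D1_mixed 2, D2_mixed 2, D3_mixed 2, D10_mixed 1 or D10_mixed 2.

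Of 138 results of named genes, 2204 values with 1 library left out held 2016 that kept the call, 177 that lost it, 1 that gained it and 10 that reversed; under the other alternatives 1671 values held 1520, 131, 6 and 14. With all fixed genes counted, past the threshold or not, 249 results gave 248 sign changes in 6983 values, 7 of genes past the threshold and 241 of genes not past it.

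The reversed values of genes were log2 changes. With mixed libraries alone they were -0.0301 for Il1b in microglia D10 vs Ctrl, 0.632 for Fabp5 in microglia female vs male, -0.00142 for Tmem119 in macrophages D10 vs D1, and in macrophages D21 vs D1 1.30 for Fabp5, -2.64 for Mki67 and -3.70 for Top2a. With the pool term Fabp5 in microglia D10 vs D3 was -0.0865 and Top2a in microglia D10 vs D3 0.525. Without D2_mixed 2 Fabp5 in macrophages D2 vs D1 was -0.247 (to 1.65 without other single libraries), and without D3_mixed 3 Fabp5 in macrophages D3 vs D1 was -0.490 (to 3.16). Without D21_infiltrating 1 Mki67 in macrophages D21 vs D1 was -6.59 (to 5.7) and Top2a in macrophages D21 vs D1 -6.06 (to 7.9). The interferon list in macrophages D10 vs D3 reversed without D3_infiltrating 1, with an adjusted p of 0.573; over single libraries left out it ranged from 1.344e-09 to that. The thinned share of macrophages with a Fabp5 UMI changed by 0.38 for Fabp5 in macrophages D10 vs D1 and by 0.43 for Fabp5 in macrophages D21 vs D1 on the log2 scale, where the CPM fell.

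Fabp5 in infiltrating vs resident sort lay at 0.01 and went to -0.00456 without a sex term, -0.0107 at equal depth, -0.104 with the conflicting library as resident, -0.247 with the pool term, -0.188 without clusters 6, 7 and 10 and -0.00491 without cluster 2. It was -0.0137 without Ctrl_resident 1, -0.409 without D2_infiltrating 1, -0.411 without D2_resident 1, -0.0520 without D3_resident 1, -0.116 without D10_infiltrating 1 and -0.00175 without D21_infiltrating 1. It went up to 0.275, without D3_infiltrating 1, and passed the threshold in none of them.

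The annotation names no dividing cells, so no share of them was given. A myeloid denominator equalled all cells because the 4 cell types are myeloid. Alternatives for shares of cell states were not run, since those shares are not given.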

Other observations

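The comparison of Fabp5 with macrophage RNA and the test of the control cluster were set before their results were seen; the counts of other splits and the tests on Cx3cr1, on the microglia shares, and on pool and depth for Fabp5 were chosen only after.

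Each comparison across many genes with at least 3 libraries per group was repeated with other splits of the same libraries. For microglia D3 vs D1, 1 of 56 splits gave as many genes as the real one, which was itself, and the largest other split gave 1516, which argues against chance. For microglia D10 vs D3 it was 2 of 56, a share under 0.05. Another split gave more genes than the real 743, so the count does not tie these genes to the time point. The other one set D3_mixed 1, D3_mixed 2 and D3_resident 2 against the rest and gave 1813 genes; the mixed pair share a sequencing pool, and with a pool term the real comparison gave 0 genes in edgeR (526 at an unadjusted p under 0.05). For macrophages D10 vs D1 it was 1 of 35 (largest other 11) and for the sort 1 of 99 fitted (largest other 722), which argues against chance in both. The sort allows 792 splits, of which 100 were drawn and 1 could not be estimated. Where edgeR called 0 genes, in macrophages D2 vs D1 (123 at an unadjusted p under 0.05, 0 in DESeq2), microglia by sex (101, 0 in DESeq2) and macrophages by sex (169, 0 in DESeq2), 35 of 35, 100 of 100 and 100 of 100 splits gave as many by construction. These counts say nothing, and chance cannot be excluded.

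Cx3cr1 was lower in mixed libraries than in resident or infiltrating ones of the same time point. A less homeostatic state of the mixed microglia would lower the other homeostatic genes too, but the median difference of the other 11 was -0.15 (-0.35 to 0.84), which argues against it. Exchanging sorts within time points argues against chance (exact permutation p 0.00556). At equal depth the difference in microglia was -3.24 and stayed past the threshold, which argues against depth. The pool stays open in part, since with a pool term the difference in macrophages was -4.28 with an adjusted p of 0.0951, and it could not be fitted in microglia. Strain stays open too, because the number of sorts with libraries of more than 1 strain was 0, so sort and strain cannot be told apart. A different number of intact Cx3cr1 copies in the 2 strains is a candidate explanation; the labels used here give no copy number and it was not tested.

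Microglia made up 3.05% of D2_mixed 2 and 14.36% of D3_mixed 3, against 87.3% to 100% of the other mixed libraries. Both D2 mixed libraries lay in 1 pool and differed by 84.283 points, which argues against the pool at D2, although they also differ in sex. At D3 no pool held 2 libraries with such a difference (0), so pool stays open there. Low depth of the microglia is argued against at both times, since their median UMI counts of 2492 and 2049 lay within the 1577 to 3810 of the mixed libraries. That comparison was the one written down with the prediction, but it replaced a stricter one after a first result had been seen, under which D2 stayed open, so little weight rests on it. The shares of 3.05% and 14.36% lie inside the range of infiltrating libraries, and a first test on them left a wrong sort label open. Cx3cr1 in their macrophages, compared after that, stood at 10.09 CPM at D2 and 10.05 CPM at D3, within the 0 to 22.6 of the other mixed libraries and below the 37.4 and 130 CPM of the infiltrating libraries of D2 and D3 and the 22.2 CPM of the lowest infiltrating library. The deposited sort code of both is that of the mixed libraries too. This argues against either being an infiltrating library with a wrong label; another fault in the sort stays open. Injury size and day of dissection are not given in the labels used here, and no biological explanation was tested.

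The rise of Fabp5 in microglia could come from RNA of macrophages, which hold more of it at most time points. Macrophage genes low in control microglia were used to estimate how much of that RNA each microglia library carried. At D10 and D21, Fabp5 needed a larger share than the upper quartile of those genes implied in 4 of 4 libraries, for example 35.3% against 11.1% in D10_resident 1, which argues against such RNA as the source. At D1, D2 and D3 Fabp5 needed the larger share in 10 of 11 libraries. Examples are 4.05% against 0.669% in D1_mixed 1, 2.85% against 2.41% in D3_mixed 2 and 5.47% against 4.96% in D3_resident 2. In D2_mixed 2, with 23 microglia, it did not (3.06% against 4.47%), and 2 to 6 of the 14 genes needed as large a share as Fabp5, so it stays open for these time points together. The pool is argued against at D10, where Fabp5 was at least 40.6 times above the control of the same pool, and depth is argued against, since at equal depth the larger adjusted p of D10 and D21 was 3.89e-05. A rise within microglia at D10 and D21 after injury is a hypothesis that fits these values; pairs of cells captured together were not tested for.

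Control microglia carry a deposited cluster code of their own, which held 1887 cells, the number of all control cells. Whether the code was given by sample or by expression was asked with held-out cells. Of held-out microglia of injured cords, 1.433% were nearest to the mean profile of that cluster (0.061% at D1, 1.72% at D2, 0 of 1083 cells at D3, 3.65% at D10 and 2.34% at D21), against 95.974% of held-out control cells. Microglia of injured cords differ from controls in many genes, so they would lie far from that mean whichever way the code was given, and the test does not decide. A code given by sample stays open, as does a difference between the control and injured libraries themselves, with 2 control libraries.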
